A study of Mus musculus with 125 samples. Its data were reported in "Longitudinal liquid biopsy identifies an early predictive biomarker of immune checkpoint blockade response in head and neck squamous cell carcinoma" (2025).

How the data were processed

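The deposited data came from blood drawn at 4 time points (Days 4, 9, 17 and 24) from 16 mice carrying 4MOSC1 tumours, a syngeneic mouse model of head and neck squamous cell carcinoma, that received an antibody against the checkpoint receptor PD-1. Per the labels, 7 mice were responders (R1 to R7) and 9 were non-responders (N1 to N9). Each mouse gave 1 RNA library per day, except N9, which had none at Day 24, so 63 RNA libraries were held. The Day 17 library of R2 carried a mouse number with 1 digit more than its other labels and was assigned to R2 by assumption. Samples of T cell receptor sequencing were labelled for the same blood, and 12 of them came with a table of assembled receptors. No untreated mice were among the samples, so a change over days holds treatment, tumour growth, repeated bleeding and age together. Day 4 was the first sample of each mouse. The sources disagree on the day of the first dose, so how long the mice had been on treatment at Day 9 is not settled here.

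The authors deposited UMI counts per gene and droplet barcode (counts) from a 10x Genomics 5' library read against the mouse genome mm10 and its annotation, with 32285 genes per file. The deposited receptor tables gave contigs with clonotype, chain, UMIs and reads per contig (other values). All normalisation was done here. The authors' cell filter was applied: at least 500 genes and at most 25% mitochondrial UMIs per cell. It kept 280097 of 301260 barcodes. Cells per library ran from 475 to 11088, UMIs per library from 1582631 to 61828630, and median UMIs per cell from 1664 to 4814. Intervals for single libraries are 95% exact Clopper-Pearson intervals and cover counting error only, as do the limits that a count of 0 allows (3 counts of the total).

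Cells were clustered in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2. Up to 600 cells per library (37577 cells) were normalised to equal totals and log-transformed, 2000 variable genes and 40 principal components were taken, and a graph of 20 neighbours was split by the Leiden method at resolution 1. Every other cell took the label of the majority of its 15 nearest reference cells. T cells were clustered again on their own (500 cells per library, 1500 genes, 30 components). A cluster took the name of the marker list, fixed before the data were examined, with the highest mean fold, provided that at least 3 markers were seen in 25% of its cells and that the mean log2 fold was at least 1. Names of T cell subtypes are therefore names of marker profiles. Clusters carrying the markers of 2 lineages with at least 1.4 times the usual UMIs were set apart as doublet-like. A cell share is the percentage of all filtered cells of a library.

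UMI counts were summed per library and cell class over libraries with at least 10 cells of the class, since cells of a mouse are not independent replicates. Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalisation, its filter on low counts, robust quasi-likelihood test), and with DESeq2 1.42.0 as the other tool. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with the camera test of limma 3.58.1 on log2 CPM (counts scaled to library totals, prior count 2) at a preset inter-gene correlation of 0.01, and again with a correlation estimated for each list. The lists were interferon-stimulated, interferon-gamma response, cytotoxic effector, naive T, checkpoint and costimulation, proliferation, B cell identity, B cell activation, plasma cell and secretion, switched immunoglobulin, MHC class II, MHC class I presentation, inflammatory cytokine and chemokine, immediate early, heat shock, TGF-beta and regulatory, glycolysis and hypoxia, oxidative phosphorylation, mitochondrially encoded, ribosomal protein, erythroid, platelet, neutrophil granule and neutrophil abundant transcripts, and the study's own T_em and B cell lists. The last 2 were chosen by the study on Day 9 cells of these libraries and give no independent evidence here. A list entered a test with members that passed the filter on low counts in that class.

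The comparisons, tests, lists and the rule for naming genes were fixed before the data were examined. They were each later day against Day 4 over all mice, responders against non-responders at each day, each later day against Day 4 within a response group, the difference between response groups in the change from Day 4, and the trend over days. Shares and scores were compared with the rank-sum statistic and a two-sided permutation p, exact where the relabellings could be enumerated (up to 60000) and otherwise from 100000 relabellings, for which 1e-05 is the smallest p. Trends used Kendall's tau with permuted days. Adjusted p values are Benjamini-Hochberg values over the tests of a family. In keeping with the study, days were compared without pairing, and pairing by mouse was an alternative. For each class and comparison with called genes, the rule named up to 5 genes with the highest and up to 5 with the lowest log2 fold change among called genes with a mean of at least 30 CPM, leaving out receptor segments, unnamed gene models and the erythroid, platelet and, outside neutrophils, neutrophil abundant lists. Of each list, up to 4 members with the smallest p were named. Pdcd1 and Cd274 were named whatever their values.

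Scores of the study's lists were rank-based single-sample enrichment scores (weight 0.25) on the summed counts of a library. Receptor clonotypes were joined to cells by barcode, and a clone with 2 or more cells in a library was called expanded. The shares of expanded cells in effector memory and other CD8 T cells of a library were compared with an exact sign-flip test. A long-gene index, the mean log2 CPM of the longest minus that of the shortest of 5 equal parts of the genes with at least 10 CPM, ordered by genomic span, was added after the Day 24 response genes were seen. Gene positions came from the mm10 annotation and matched 32235 of the gene identifiers.

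Library numbers in the labels fell into 5 runs, called blocks A to E here, which held responders and non-responders in unequal numbers. At Day 4, for example, block E held 4 responders and 1 non-responder and block D held 4 non-responders. Alternatives fixed beforehand were DESeq2 and its size factors, no filter on low counts, a 1.5-fold minimum, cell filters of at least 200 genes or of at least 800 genes with at most 10% mitochondrial UMIs, removal of called doublets, a higher clustering resolution of 2, marker gates per cell, a denominator without neutrophils, one-sided tests, differences of means, pairing by mouse, the block as a covariate of genes or within which labels were permuted, and an estimated list correlation. Alternatives added after the data were seen left out the 4 libraries of block B or the 3 libraries under 800 cells, used shares within CD8 or CD4 T cells, counted a Ccr6-led or a low-RNA B-like cluster with its neighbour, left out single receptor libraries, averaged the receptor libraries of a mouse, took the block as a covariate or the mouse as a block in fits of lists, and, for genes, fitted single blocks or took median UMIs or the long-gene index as a covariate. That index came from B cells of the same library, and for B cells from CD4 T cells.

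Tests were run on simulated data first. In summed counts with planted changes, edgeR called 98.5% of 2-fold changes in B cells at Day 24 against Day 4, 94.0% in CD4 T cells of responders against non-responders at Day 24, and 71.6% in the test of a Day 9 change differing between groups in CD8 T cells. Of 1.5-fold changes edgeR called 86.6%, 73.1% and 34.3% in the same tests. In effector memory CD8 T cells of responders against non-responders at Day 9 it called 38.8% of them, so smaller changes could be missed. In the B, CD4 T and CD8 T tests 5%, 6.81% and 10.1% of the edgeR calls were false. Each gene was drawn independently, without a shift shared by the genes of a library, so these rates need not hold for the real libraries. Xist was seen at 256 to 658 CPM in every library and Y-linked genes gave 128 UMIs in all, as in female mice. Libraries of a mouse were on median slightly more alike than those of different mice (correlation 0.0621 against 0.00431 in B cells after removal of day means), a difference not tested. Their correlations ran from -0.651 to 0.748, with 37 of 93 pairs over 0.1, so they do not settle which libraries came from 1 mouse. The study's bulk RNA-seq of a separate mouse cohort, from which it also derived T and B cell clones, and its patient cohorts were not analysed here.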

Results

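The first comparison asked how the composition of the blood changed over the days sampled in mice given anti-PD-1. The share of neutrophils, the granulocytes that lead acute inflammation, fell and that of lymphocytes rose. Neutrophils made up 32.8% ± 10.1 (SD, n = 16) of cells at Day 4. They fell to 25.8% ± 14.9 (n = 16) at Day 9, 12.9% ± 5.78 (n = 16) at Day 17 and 10.3% ± 4.76 (n = 15) at Day 24. Adjusted permutation p values were 0.0345, 6e-05 and 6e-05 over 24 tests, the last pair from the smallest p that permutations can give. At Day 24 their share was higher than at Day 4 in 1 of 15 mice. B cells, which make antibody and present antigen, rose from 25.9% ± 9.06 (n = 16) to 37.7% ± 11.1 (n = 16) at Day 17 and 41.3% ± 13.2 (n = 15) at Day 24 (permutation, adjusted p = 0.0142 and 0.00264, higher in 12 of 16 and 12 of 15 mice). CD8 T cells, the cytotoxic T lineage, rose from 7.50% ± 3.50 (n = 16) to 9.71% ± 3.76, 12.02% ± 2.66 and 10.6% ± 2.90 on the later days (permutation, adjusted p = 0.0457, 0.00216 and 0.0272).

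CD4 T cells, the helper lineage, rose from 10.4% ± 4.32 (n = 16) to 15.4% ± 2.76 (n = 16) at Day 17 and 14.3% ± 3.22 (n = 15) at Day 24 (permutation, adjusted p = 0.00295 and 0.0264). Their Day 9 share of 13.9% did not pass (permutation, adjusted p = 0.0570). Dendritic cells, which prime T cells, rose from 0.582% ± 0.219 to 0.902% ± 0.381 at Day 17 and 1.02% ± 0.393 at Day 24 (permutation, adjusted p = 0.0457 and 0.00330). Basophils, rare granulocytes of allergic responses, fell from 0.147% ± 0.116 to 0.0140% ± 0.0215 and 0.00712% ± 0.0134 (permutation, adjusted p = 6e-05 on both days, higher in 0 of 15 mice at Day 24). Their Day 9 test also passed (permutation, adjusted p = 0.00864), with 3 of 16 mice higher and a mean of 0.191% ± 0.475 that block B raised. Monocytes (12.3% ± 5.83 at Day 4, 11.5% ± 5.36 at Day 24) and NK cells (3.33% ± 1.64 and 4.29% ± 1.73) did not pass (permutation, adjusted p = 0.866 and 0.0943). When neutrophils were left out of the denominator, B cells, CD8 T cells, CD4 T cells and dendritic cells no longer passed on any day (lowest adjusted permutation p = 0.0608), while the loss of basophils remained. The 4 libraries of block B held 41.6% to 66.5% neutrophils and 5.19% to 9.50% B cells. Without them NK cells also passed at Days 17 and 24 (permutation, adjusted p = 0.0132 and 0.0167), while CD8 T and CD4 T cells at Day 24 no longer did (permutation, adjusted p = 0.0576 and 0.0542). Paired by mouse, neutrophils and CD8 T cells (exact, adjusted p = 0.133 each) and basophils (exact, adjusted p = 0.191) at Day 9 and CD8 T and CD4 T cells at Day 24 (exact, adjusted p = 0.0658 and 0.0707) did not pass either.

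**Figure D1:**
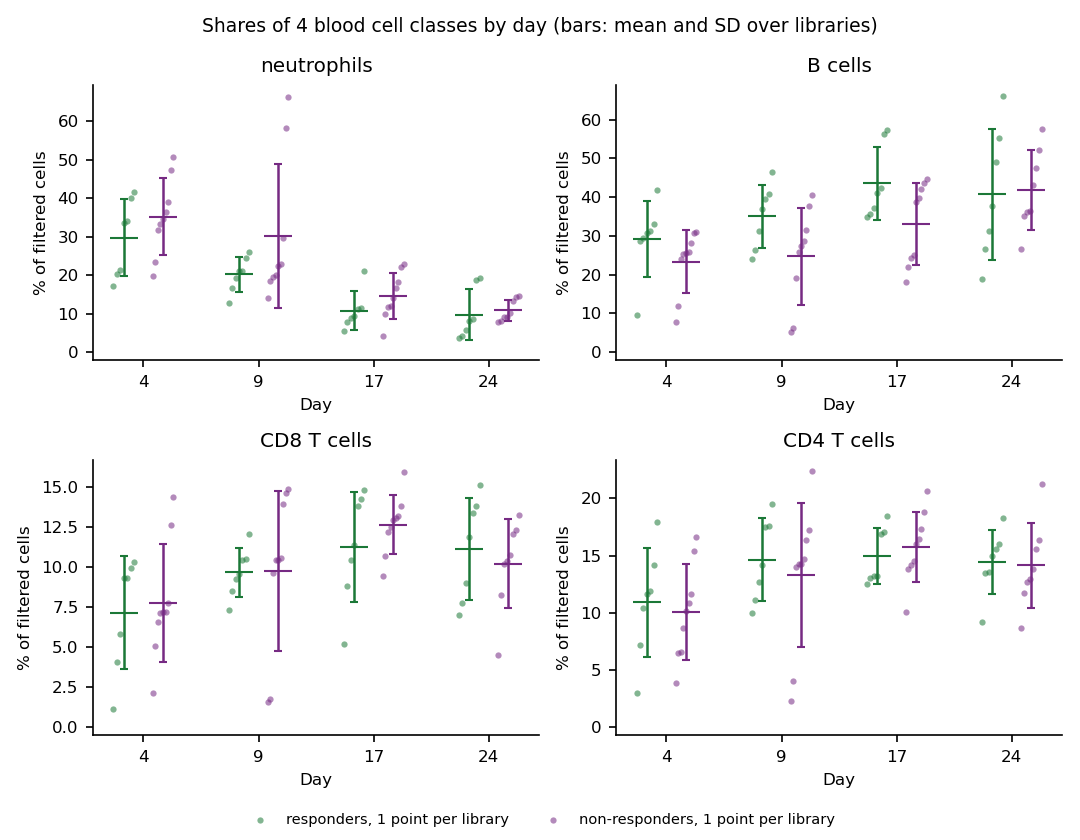
Share of all filtered cells (percent) in 4 classes by day, 1 point per library, with responders and non-responders apart and bars for the mean and SD. Neutrophils averaged 32.8% at Day 4 and 10.3% at Day 24, and B cells 25.9% and 41.3%.

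The next comparison asked which lymphocytes distinguished responders. Effector memory CD8 T cells were a cluster of 3068 cells led by the cytotoxic genes Gzma, Gzmb and Ccl5 and the homing receptor gene Cx3cr1. They rose in responders from 0.545% ± 0.359 (n = 7) of cells at Day 4 to 1.51% ± 0.817, 1.42% ± 0.589 and 1.87% ± 1.13 (n = 7 each) at Days 9, 17 and 24 (exact, adjusted p = 0.0332, 0.0245 and 0.0210 over 18 tests, higher in 6, 7 and 7 of 7 mice). The Day 9 rise did not pass when paired by mouse (exact, adjusted p = 0.0703) or without block B (exact, adjusted p = 0.0664), and without neutrophils in the denominator none of the 3 passed (exact, adjusted p = 0.118 each). Non-responders went from 0.707% ± 0.739 (n = 9) to 1.24% ± 0.551, 1.06% ± 0.441 and 1.16% ± 1.08, which did not pass (exact, adjusted p = 0.113, 0.113 and 0.186). Single mice stood apart here, N4 at Day 4 (2.52%, others 0.480% ± 0.307) and N2 at Day 24 (3.68%, others 0.804% ± 0.382), as did responder R6 at Day 4 (1.34%, others 0.413% ± 0.0894). By marker gates per cell the non-responders' gain passed at Days 17 and 24 (1.03 and 1.09 points, exact, adjusted p = 0.0375 and 0.0470). Th1-like CD4 T cells were 4057 cells led by Itgb1, Maf, Rora and S100a4, with Tbx21, Ifng and Cxcr3 not among the leading genes. Nrp1, which also led a regulatory T cell cluster, and Nebl, which also led the Ccr6-led cluster, were among them. They rose in responders from 1.21% ± 0.312 to 2.08% ± 0.557 at Day 24 (exact, adjusted p = 0.0252, 7 of 7 mice). Without neutrophils in the denominator this did not pass (exact, adjusted p = 0.288). In non-responders they made up 1.41% ± 0.463 at Day 4 and 1.18% ± 0.583, 1.99% ± 0.728 and 1.36% ± 0.480 later (exact, adjusted p = 0.896, 0.125 and 1). Their Day 17 share was higher in 8 of 9 mice and passed when paired by mouse (exact, adjusted p = 0.0469). B cells rose in responders from 29.2% ± 9.76 to 43.6% ± 9.45 at Day 17 (exact, adjusted p = 0.0252, 7 of 7 mice), which did not pass without neutrophils in the denominator (exact, adjusted p = 0.572) or without block B (exact, adjusted p = 0.0503). In non-responders they rose from 23.4% ± 8.09 to 41.9% ± 10.2 at Day 24 (exact, adjusted p = 0.0104, 8 of 8 mice; 0.118 without neutrophils). Over the 4 days, Kendall's tau was 0.438 for effector memory and 0.450 for Th1-like cells in responders and 0.411 for B cells in non-responders (permutation, adjusted p = 0.00474 each). In the other group it was 0.136, 0.0976 and 0.300 (permutation, adjusted p = 0.368, 0.4659 and 0.0624).

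Responders and non-responders themselves differed in none of 44 comparisons of shares after adjustment. The closest was Th1-like cells at Day 24 (2.08% ± 0.557, n = 7, against 1.36% ± 0.480, n = 8, exact p = 0.0401, adjusted p = 0.955). Next came B cells at Day 4 (29.2% against 23.4%, exact p = 0.0549, adjusted p = 0.955) and effector memory cells at Day 24 (1.87% against 1.16%, exact p = 0.0939, adjusted p = 0.955). B cells at Day 9 made up 35.02% ± 8.16 (n = 7) in responders and 24.7% ± 12.5 (n = 9) in non-responders (exact p = 0.142, adjusted p = 0.955), 2 of them block B libraries. Without block B non-responders had 30.1% ± 7.29 (n = 7), which took the difference from 10.3 to 4.92 points (exact p = 0.383). Regulatory T cells, which restrain other T cells, made up 1.24% ± 0.245 and 1.54% ± 0.365 at Day 17 (exact p = 0.142). The gain of Th1-like cells from Day 4 to Day 24 was 0.874 points ± 0.392 (n = 7) in responders and -0.0509 points ± 0.676 (n = 8) in non-responders (exact p = 0.00591, adjusted p = 0.0709 over 12 tests). The gain of effector memory cells was 1.33 ± 1.196 and 0.482 ± 1.42 points (exact p = 0.121, adjusted p = 0.566). As shares of CD8 T or CD4 T cells, no rise of either subset in responders passed (exact, adjusted p = 0.346 for effector memory cells on each day), and neither did their trends (tau 0.270 and 0.276, permutation, adjusted p = 0.0974 each). The Day 4 mean of these shares held a small block B library, R5, with 8 effector memory cells of 20 CD8 T and 25 Th1-like cells of 54 CD4 T cells. Without block B the Day 24 gains in responders were 10.3 points for effector memory and 4.88 for Th1-like cells, neither past (exact, adjusted p = 0.123 each), and the trends passed only in this form (tau 0.359 and 0.365, permutation, adjusted p = 0.0327 each).

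**Figure D2:**
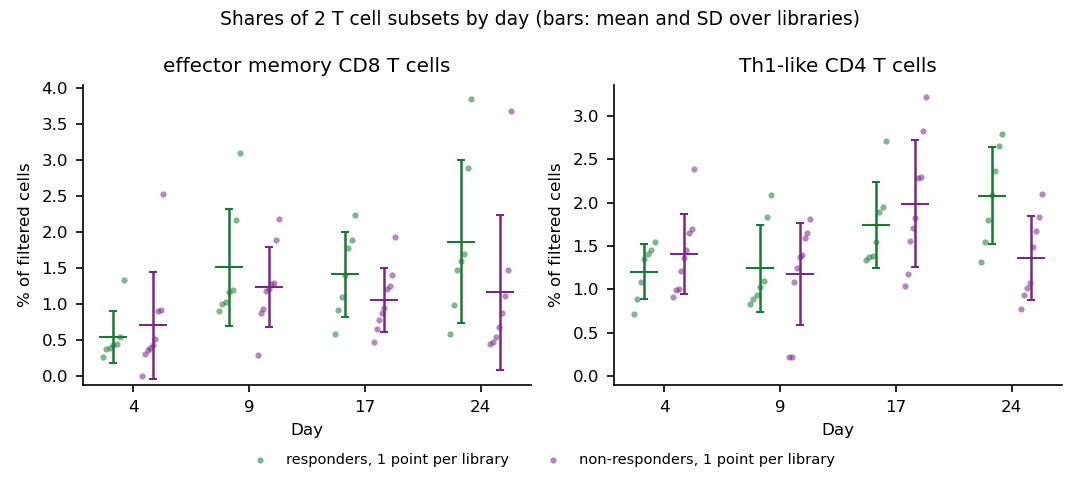
Shares of effector memory CD8 T and Th1-like CD4 T cells (percent of all filtered cells) by day in responders and non-responders, 1 point per library, with bars for the mean and SD. Effector memory cells averaged 0.545% at Day 4 and 1.87% at Day 24 in responders.

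Expression within each class was then compared between days, starting with lymphocytes at Day 9. These fits pooled the subtypes of a class, so a shift of subtypes can appear as a change of the class. They also did not pair the libraries of a mouse. With the mouse as a block, 18 of the 166 genes named by fold change were no longer called. At Day 9 these were Klrc1, Acadl, Spred2 and Kcnq1ot1 in CD8 T cells and Lcn2 in monocytes, and at Day 17 Amd1 and Tent5a in CD4 T cells and Lrg1, Lcn2 and Fkbp5 in monocytes. At Day 24 they were Sik1 in B, Zeb2 in CD8 T, Ccr2 in CD4 T and Pde1c, Csf3r and Xcl1 in NK cells and Ngp and Phospho1 in neutrophils (edgeR, adjusted p = 0.0518 to 0.120 over the 18). Of the list members named below, Ms4a1 in B cells at Day 9, Wfdc17 and Il1b in NK cells and Cd83 in monocytes at Day 17, and Nfkbia in NK cells at Day 24 were lost too.

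NK cells at Day 9 gained 81 genes and lost 55 (edgeR, 7221 tested, 16 against 16 libraries). Itga1 (ENSMUSG00000042284, mm10 chromosome 13, 114953096 to 115101964), an integrin of tissue-resident lymphocytes, rose from 6.74 ± 7.19 to 52.1 ± 37.6 CPM (log2 fold change 2.65, SE 0.41, edgeR adjusted p = 0.000345), and the calcium-binding S100a4 rose in 16 of 16 mice from 57.8 ± 24.9 to 266 ± 123 CPM (2.06, SE 0.23). The lectin Lgals3 (1.79), the T cell receptor subunit Cd3e (1.77, 16 of 16 mice) and the IL-7 receptor Il7r (1.66) rose, while the growth factor Angpt1 (-0.70), the repressor Bcl6 (-0.59), Slx4ip, Dhrs3 and Khdc1a fell. B cells gained 120 genes and lost 151 of 10998. The calcium-binding S100a6 (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) rose from 72.9 ± 37.7 to 228 ± 169 CPM (1.58, SE 0.29, 15 of 16 mice), with the stress regulator Ddit4 (0.86), the phosphatase Ptpn22 (0.71) and the growth regulator Myc (0.62). Gsto1, a glutathione transferase, had a high fold change (4.71, SE 0.99) on a spread beyond its mean (136 ± 353 against 3.92 ± 1.31 CPM). Agbl1 (-0.84), the ubiquitin ligase Nedd4, Pdzd2, the Ly6 family member Lynx1 (-0.59, SE 0.09) and the scaffold Akap12 fell in B cells.

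CD8 T cells gained 15 genes and lost 16 of 9411 at Day 9, and CD4 T cells gained 3 and lost 3 of 9818. The rise in CD8 T cells held the NK receptor genes Klrc1 (1.57, SE 0.35; 68.6 ± 67.3 against 22.2 ± 17.8 CPM) and Klrd1 (0.34, SE 0.08), Cd82, the cold-inducible Rbm3 and the fatty acid oxidation gene Acadl. Ifngas1, an antisense RNA beside Ifng, fell (-0.75, SE 0.13, higher in 1 of 16 mice) with Spred2, Kcnq1ot1, Gramd4 and Dnah8. In CD4 T cells Tent5a rose (0.37), and Slfn5 (-0.49), an interferon-stimulated gene, and Atxn7l3 (-0.37) fell. Of 21 cytotoxic effector genes tested in CD8 T cells, Klrc1 and Klrd1 rose (13 when adjusted over the list alone), with a list median of 0.66 (camera, adjusted p = 1.03e-09). That call was lost with an estimated correlation (adjusted p = 0.357 with an estimated correlation). The naive T list was lower in these cells (median -0.15, adjusted p = 0.0184, and adjusted p = 0.581 with an estimated correlation), with none of 12 members called. The class held the effector memory cluster, which Klrc1 also led. From Day 4 to Day 9 it went from 11.9% to 15.7% of CD8 T cells in responders and from 9.15% to 17.8% in non-responders, neither past. A change of these lists within cells was therefore not shown. B cell identity fell in B cells, where Spib, Vpreb3, Ms4a1 and Tnfrsf13c were among the 4 of 20 members called, and this held with an estimated correlation (adjusted p = 5.92e-07 and 5.7e-05).

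Myeloid cells changed more at Day 9. Monocytes, the circulating precursors of macrophages, gained 563 and lost 761 genes of 10226, and neutrophils gained 833 and lost 946 of 7732. The monocyte class pooled classical and nonclassical cells, and the neutrophil class mature and immature cells. The shares of these subtypes were not compared, so on no day was a change within the cells of either class shown. In monocytes Ddit4 (1.57, SE 0.24; 129 ± 56.6 against 40.3 ± 17.2 CPM), the lipid genes Fabp4 (1.32) and Cd36 (1.13), St3gal5 (1.09) and Serpinb2 (0.97) rose. The acute phase gene Lrg1 (-1.26), the NF-kappaB regulator Bcl3 (-1.14, 0 of 16 mice higher), the iron-binding Lcn2 (-1.01), Rfx2 and Slfn4 fell. In neutrophils the chemokine Ccl3 (1.58, SE 0.32), the glucocorticoid target Fkbp5 (1.23, 16 of 16 mice), Nr4a1 (1.08), Tg and Gpr141 rose. Igfbp6, a binding protein of insulin-like growth factors (ENSMUSG00000023046, chromosome 15, 102144362 to 102149511), fell from 234 ± 71.2 to 82.7 ± 36.7 CPM (-1.61, SE 0.21, 0 of 16 mice higher), with Galnt6, Pam, Sema6b and Wfdc17. Interferon-stimulated genes fell in monocytes: 16 of 28 members were called down and none up (Slfn5 -0.54, Trim30a -0.44, Isg15 -0.55), with a median of -0.31 (adjusted p = 1.4e-11, and adjusted p = 0.337 with an estimated correlation). Of 12 neutrophil abundant transcripts, 7 fell in neutrophils, with S100a8 at -0.55 and S100a9 at -0.44 (adjusted p = 4.56e-05, and adjusted p = 0.441 with an estimated correlation). Of the neutrophil granule list, 3 of 10 members fell in monocytes, and 5 of 12 members of the plasma cell and secretion list, with Hsp90b1 at -0.29 (both adjusted p = 0.337 with an estimated correlation).

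At Day 17 the shared change was a loss of interferon-stimulated transcripts, the antiviral program that type I interferon induces. The list was lower in all 6 classes, with medians of -0.38 in B cells, -0.35 in CD8 T, -0.38 in CD4 T, -0.16 in NK cells, -0.26 in monocytes and -0.39 in neutrophils. In B cells 15 of 28 members fell (22 when adjusted over the list alone), with the regulator Irf7 at -0.72 (0 of 16 mice higher), Xaf1 at -0.48 and Ifi27l2a at -0.49 (616 ± 103 against 886 ± 139 CPM). The call held with an estimated correlation (adjusted p = 1.81e-24 and 0.0117). In the other classes 1 to 17 members fell, among them Rtp4 (-0.63), Zbp1 (-0.43) and Ifi27l2a (-0.59) in CD8 T cells and Isg15 (-0.77) and Rtp4 (-0.64) in CD4 T cells. Those calls were lost (adjusted p = 0.0530 in CD4 T cells to 0.452 in neutrophils with an estimated correlation). Monocytes also lost 7 of 14 interferon-gamma response genes (Gbp7 -0.66, Gbp2 -0.47, median -0.26). They lost 6 of 9 MHC class II genes, which present antigen to CD4 T cells (H2-Ab1 -0.74, H2-Eb1 -0.94, median -0.61, adjusted p = 0.0741 and 0.0761 with an estimated correlation).

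In neutrophils at Day 17 the neutrophil granule list was not called (4 members up and 4 down of 11, adjusted p = 0.951). The cathelicidin gene Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) rose from 16.9 ± 27.1 to 387 ± 559 CPM (3.99, SE 0.69, 15 of 16 mice), lactoferrin Ltf by 3.34 and Ngp by 2.39, with Ccl3 (1.75) and Rgcc (1.19). Camp, Ltf and Ngp were in the fixed marker list of immature neutrophils, which this class pooled with mature ones. A change of Camp, Ltf and Ngp within cells was therefore not shown. Igfbp6 (-1.94), Wfdc17 (-1.50), the lineage marker Ly6g (-1.22), Flot2 and Entpd3 fell, within 829 genes gained and 899 lost of 6824. Ribosomal protein genes rose in neutrophils (18 of 24; Rps18 0.79, Rps6 0.45, adjusted p = 5.68e-07, and adjusted p = 0.603 with an estimated correlation). Monocytes gained 318 and lost 378 genes, with Polg2 (1.15), Chka, the transcription factor Klf4 (0.70), Ebi3 and Mtss1 up. Down were the acute phase genes Saa3 (-3.21, SE 0.53) and Lrg1 (-1.44), Lcn2, Fkbp5 and Prtn3. Their immediate early list rose (median 0.40, 3 of 18 members called, 8 adjusted over the list alone, adjusted p = 0.358 with an estimated correlation). In B cells (201 up, 169 down) S100a6 (1.70), the superoxide dismutase Sod1 (0.57), Samsn1, Rnf19b and Tnik rose and Gbp9 (-0.61), Lynx1, Xaf1, Ifi27l2a and Pik3ip1 fell. The switched immunoglobulin gene Ighg1 rose by 3.08 (SE 0.54, 16 of 16 mice; 1 of 4 members, adjusted p = 0.00272, and adjusted p = 0.136 with an estimated correlation). CD8 T cells (38 up, 42 down) gained Sod1, Xylt1, March3, Prkce and Kdm2b and lost Cd7 (-0.61, 0 of 16 mice higher) and Hmgn2. CD4 T cells (12 up, 12 down) gained Pde2a (0.43), Amd1, Ust, Arsb and Tent5a. NK cells gained 1 gene, S100a4 (0.84), and lost 6, among them Mri1 and Camk1d.

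At Day 24 Hsph1 rose and Cirbp fell in all 4 lymphocyte classes. Hsph1, a chaperone of the heat shock response (ENSMUSG00000029657, chromosome 5, 149614287 to 149636376), rose in B cells from 30.2 ± 10.9 (n = 16) to 60.1 ± 15.8 CPM (n = 15, log2 fold change 1.09, SE 0.14, 15 of 15 mice). It rose in CD4 T cells by 1.10, in CD8 T cells by 0.95 and in NK cells by 1.26. Cirbp (ENSMUSG00000045193, chromosome 10, 80165985 to 80172786), whose transcript is induced by cooling, fell by 0.67 in B cells (0 of 15 mice higher), 0.86 in CD4 T, 0.93 in CD8 T and 0.72 in NK cells. Rbm3 fell in B cells (-0.59) and CD8 T cells (-0.82; 175 ± 42.2 against 298 ± 44.1 CPM). Of 8 heat shock genes, 7 rose in B cells (Hsp90aa1 0.66, Hspa8 0.57, Hspe1 0.45), a call that held with an estimated correlation (adjusted p = 3.16e-10 and 0.0401). In CD4 T cells 6, in NK cells 4, in monocytes 6 of 10 (Hspa1b 1.42) and in neutrophils 2 of 7 members rose, calls that were lost (adjusted p = 0.126 to 0.351 with an estimated correlation). The list was not called in CD8 T cells (3 of 8 up, adjusted p = 0.142).

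T cells lost 1554 genes and gained 1397 of 8336 in the CD8 lineage at Day 24, and lost 1504 and gained 1360 of 8822 in the CD4 lineage. The long-gene index, the level of the longest against the shortest genes, averaged 0.405 ± 0.193 (n = 16) at Day 4 and 0.853 ± 0.243 (n = 15) at Day 24 in CD8 T cells, and 0.484 ± 0.315 and 0.866 ± 0.257 in CD4 T cells. With the index of B cells of the same library as a covariate 1328 and 1132 genes were called, 1282 and 1088 of them among those above. The ubiquitin ligase gene March3 rose in both (1.37, SE 0.13, 15 of 15 mice in CD4 T; 0.89, SE 0.09 in CD8 T). CD4 T cells also gained Auts2 (0.98), Nebl (0.82) and the chemokine receptor Ccr2 (0.81). Nebl and Ccr2 were among the leading genes of the Ccr6-led cluster within this class. From Day 4 to Day 24 that cluster went from 0.141% to 0.807% of cells in responders and from 0.122% to 0.577% in non-responders. A change of Nebl and Ccr2 within cells was therefore not shown. CD4 T cells lost the IL-2 receptor chain Il2ra (-1.03) and the folate receptor of regulatory T cells Izumo1r (59.5 ± 9.10 against 111 ± 25.998 CPM, -0.90, SE 0.09). They also lost the cell cycle inhibitor Cdkn2d and the immediate early gene Fos (-0.81). Il2ra and Izumo1r led a regulatory T cell cluster within this class. From Day 4 to Day 24 regulatory T cells went from 0.958% to 0.666% of cells in responders and from 0.976% to 0.818% in non-responders, while CD4 T cells rose. A change of these 2 genes within cells was therefore not shown. CD8 T cells gained Slc9a7 (1.01), the effector regulator Zeb2 (0.92, 10 of 15 mice) and the activating receptor Klrk1 (0.86). They lost Ramp1 (-0.91), Cd7 (96.8 ± 20.9 against 175 ± 29.7 CPM; -0.90, SE 0.09) and the naive cell gene Igfbp4 (-0.85). Lists of energy genes went opposite ways in T cells. No list was tested with the long-gene index as a covariate, so these changes were not separated from the shift between long and short genes. Of 12 mitochondrially encoded genes, 9 rose in each lineage (mt-Co1 0.48, mt-Nd4 0.61 in CD8 T). By contrast 14 of 20 nuclear genes of oxidative phosphorylation fell in CD8 T and 12 in CD4 T (Cox5a -0.48, Atp5b -0.52 in CD8 T). So did 8 of 11 glycolysis and hypoxia genes in each (Ldha -0.48, Pgk1 -0.42 in CD8 T). Ribosomal protein genes fell in CD8 T cells (19 of 24, median -0.32), as did MHC class I presentation genes (6 of 13; Psmb8 -0.55). None of these lists held (adjusted p = 0.164 to 0.371 with an estimated correlation).

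B cells gained 874 and lost 809 of 10727 genes at Day 24. Their long-gene index averaged 0.392 ± 0.303 at Day 4 and 0.552 ± 0.264 at Day 24, and with the index of CD4 T cells as a covariate 1383 genes were called, 426 of them shared. S100a6 reached 431 ± 328 CPM (2.55, SE 0.33, 15 of 15 mice), and Gsto1 (4.53), the large scaffold Ahnak (1.15) and the transcription factor Sox5 (1.15) rose, whereas Lynx1 (-0.70), Akap12 (-0.64) and the kinase Sik1 (-0.63) fell. The class-switched genes Ighg3 (1.95, SE 0.40) and Ighg1 (1.85, SE 0.44) rose in 14 of 15 mice each (2 of 4 members, adjusted p = 0.0027, and adjusted p = 0.162 with an estimated correlation). NK cells gained 282 and lost 305 of 6256 (index 0.359 ± 0.207 and 0.676 ± 0.219; 316 called with the B cell index as a covariate, 293 shared). The co-chaperone Stip1 (0.75, 15 of 15 mice), Fah, S100a4 and Pde1c rose, and Nip7 (-0.78), the chemokine Xcl1 and Myc (-0.72) fell. Csf3r was also called lower (-1.57). It led a doublet-like T cell cluster together with S100a8 and S100a9, and neutrophil transcripts fell in the same NK cells (S100a8 -2.64) as neutrophils fell from 32.8% to 10.3% of cells, so a change within NK cells was not shown. Of 20 cytotoxic effector genes in NK cells, Zeb2 (0.37) and Cx3cr1 (0.53) rose and 4 fell, Fasl (-0.37) and Ctsw (-0.23) among them (median -0.19, adjusted p = 0.276 with an estimated correlation), and 2 of 6 inflammatory cytokine and chemokine genes fell (Nfkbia -0.49, adjusted p = 0.131 with an estimated correlation).

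Monocytes changed most at Day 24, with 1857 genes up and 1799 down of 9775 (index 0.193 ± 0.247 and 0.590 ± 0.227; 2978 called with the B cell index as a covariate, 2872 shared). The lipid regulator Pparg rose from 58.04 ± 30.4 to 142 ± 42.5 CPM (1.26, SE 0.19, 14 of 15 mice), with Setbp1 (1.39), Tgfbr3 (1.32), Vegfc (1.30) and the adhesion gene Pecam1 (1.29). MHC class II fell further, with 7 of 9 genes called. Among them were H2-Eb1 (ENSMUSG00000060586, chromosome 17, 34305867 to 34316674) at 167 ± 54.1 against 431 ± 129 CPM (-1.39, SE 0.17, 1 of 15 mice higher) and H2-Ab1 at -1.23 (list median -0.83, adjusted p = 9.08e-06, and adjusted p = 0.249 with an estimated correlation). Saa3 (-2.26), Lrg1 (-1.93) and Spon1 (-1.40) fell. So did 18 of 28 interferon-stimulated genes (median -0.28) and 18 of 20 of oxidative phosphorylation (Ndufa4 -0.56, adjusted p = 0.317 and 0.259 with an estimated correlation). Cd274, which encodes the PD-1 ligand PD-L1, rose in monocytes from 22.4 ± 18.3 to 43.8 ± 10.9 CPM (0.99, SE 0.24, adjusted p = 0.0017, 13 of 15 mice) and in B cells by 0.27 (adjusted p = 0.0447). Since classical and nonclassical monocytes were pooled, a change of Cd274 within monocytes was not shown. Of 4 checkpoint and costimulation genes 2 rose in monocytes (Entpd1 0.45, Havcr2 0.55, adjusted p = 0.275 with an estimated correlation). In the other 16 tests over days Cd274 lay between -0.18 and 0.67 (edgeR, lowest adjusted p = 0.0532). Over days the target gene Pdcd1 was testable in CD4 T cells only, at -0.12 (SE 0.22) on Day 9 and -0.07 (SE 0.22) on Day 17 (edgeR, adjusted p = 0.875 and 0.926). Neutrophils gained 472 and lost 433 of 6172 genes. Again Camp (3.76), Ltf (3.41), Ngp (2.48), Ccl3 (1.47) and Oscp1 rose and Igfbp6 (-1.90), Wfdc17 (-1.43), Soat2, Entpd3 and Phospho1 fell. As at Day 17, a change of Camp, Ltf and Ngp within cells was not shown. Of the mitochondrially encoded list 11 of 12 genes rose (median 0.68, adjusted p = 0.122 with an estimated correlation).

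**Figure D3:**
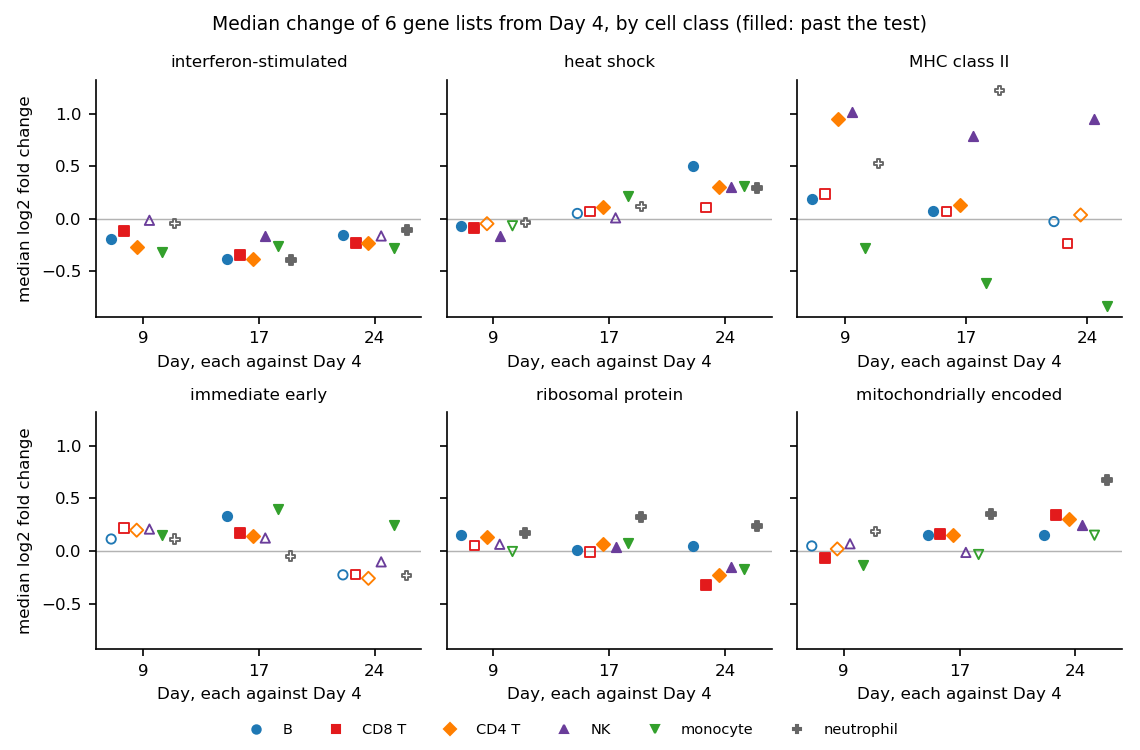
Median log2 fold change from Day 4 of the members of 6 gene lists in each cell class at Days 9, 17 and 24, filled where the list passed the camera test at the preset correlation. Interferon-stimulated genes lay below 0 in all 6 classes at Day 17, and heat shock genes reached 0.51 in B cells at Day 24.

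Erythroid transcripts, which encode haemoglobin and its synthesis in red cell precursors, passed as a list in all 6 classes at Day 24 at the preset correlation. With an estimated correlation the call held in B and NK cells (adjusted p = 0.00972 and 0.0212 with an estimated correlation) and was lost in the other 4 (adjusted p = 0.0791 to 0.259 with an estimated correlation). Of the erythroid list 6 of 9 members rose in B cells at Day 9 (Alas2 2.27, Hba-a1 4.70, Hbb-bt 4.07) and 7 at Day 24 (Hba-a1 5.57). The Day 9 call in B cells also held (adjusted p = 0.00734 with an estimated correlation). MHC class II members were higher in CD4 T cells at Day 9 (median 0.95; H2-Eb1 1.25, Cd74 0.95) with none of 7 called over all genes and 6 adjusted over the list alone. The list held (adjusted p = 1.01e-07 and 0.00804 with an estimated correlation). Cd74, H2-Aa and H2-Eb1 also led a doublet-like T cell cluster, together with the B cell gene Cd79a. A change within CD4 T cells was therefore not shown. Neutrophil abundant transcripts fell in NK cells at Day 17 (Wfdc17 -2.55, Il1b -2.04; 3 of 11) and Day 24 (S100a8 -2.64; 5 of 9), again held (adjusted p = 0.0159 and 0.047 with an estimated correlation). Of 138 to 140 list tests per day before Day 24, 48 were called at Day 9 and 55 at Day 17 at the preset correlation, 5 and 2 of them with an estimated one. At Day 24 59 and 4 of 136 were called. B cell activation rose in monocytes at Day 17 (4 of 12 up, 1 down; Cd83 0.94, Ebi3 0.58, adjusted p = 0.0741 with an estimated correlation). The study's T_em list was called in CD8 T cells at Day 9 (2 up and 1 down of 152, 17 and 6 adjusted over the list alone, not independent evidence, adjusted p = 0.514 with an estimated correlation). Its B cell list was called in B cells (2 up and 6 down of 119, 3 and 12 adjusted over the list alone, not independent evidence, adjusted p = 0.15 with an estimated correlation). TGF-beta and regulatory and proliferation lists were called in no class over days (lowest adjusted p = 0.148 and 0.0942), and the platelet list had too few members to test.

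Responders and non-responders were then compared gene by gene on each day, the contrast by which the study sought markers of response. CD4 T cells at Day 24 had 49 genes higher and 71 lower in responders (edgeR, 8456 tested, n = 7 against 8). Higher were the potassium channel gene Kcnq5 (79.6 ± 19.98 against 46.6 ± 9.39 CPM; 0.67, SE 0.14, adjusted p = 0.0324), Dennd4c (0.60), Camkmt, the Notch effector Rbpj and Gtf2a1. Lower were Ebp, the ribosomal stalk gene Rplp0 (2097 ± 538 against 3068 ± 359 CPM; -0.63, SE 0.14), Ssr4 (-0.58), Rpl8 and Sra1. NK cells at Day 24 had 21 genes higher, among them Cradd (0.79, SE 0.17), Fhit, P2ry10, Fgf13 and Ssbp2. Lower were 57, among them the chromatin gene Hmga1, Tmem37 (-0.97), the histone genes Hist1h4d and Hist1h1c (-0.76) and the tubulin Tuba1a. Higher genes were long and lower genes short. The median span was 128 kb against 6.51 kb in CD4 T cells and 175 kb against 7.18 kb in NK cells. With the library block as a covariate 0 genes remained in CD4 T cells and 5 in NK cells, and with the long-gene index of B cells as a covariate 0 and 1. The median log2 fold change of the 120 and 78 genes, in the direction first called, went from 0.411 and 0.496 (median SE 0.101 and 0.117) to 0.360 and 0.461 with the block (0.105 and 0.126) and to 0.223 and 0.285 with the index (0.115 and 0.134). The index was added after these genes were seen in the same libraries, so its Day 24 tests give no independent evidence. It averaged 0.847 ± 0.160 (n = 7) in NK cells of responders and 0.527 ± 0.139 (n = 8) of non-responders at Day 24 (exact p = 0.00124, adjusted p = 0.0298 over 24 tests). In CD4 T cells it was 1.05 ± 0.244 and 0.705 ± 0.129 (exact p = 0.0205, adjusted p = 0.164). The other classes went the same way, none past after adjustment (exact, adjusted p = 0.112 to 0.288). In B cells the index was 0.734 against 0.393, in CD8 T cells 1.01 against 0.716, in monocytes 0.729 against 0.468 and in neutrophils 0.670 against 0.489.

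**Figure D4:**
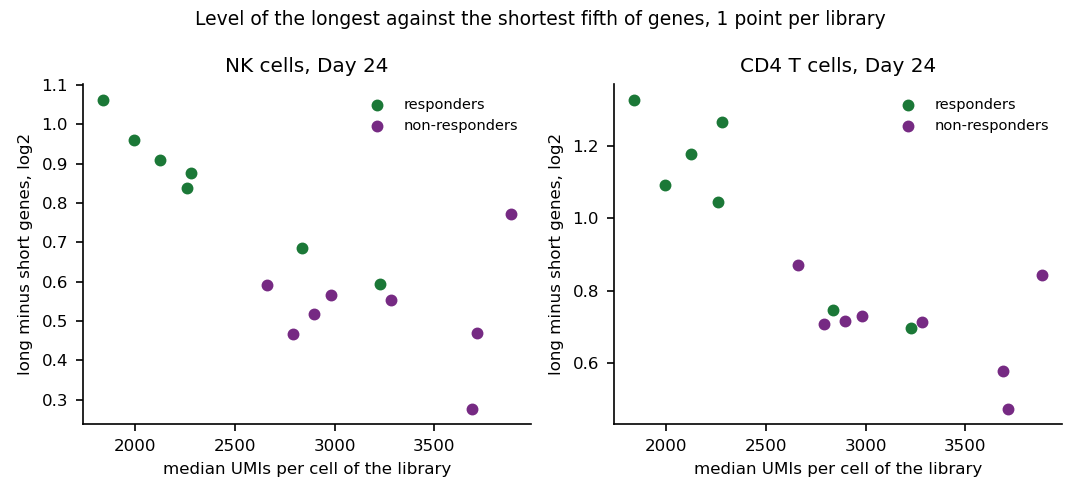
Long-gene index (log2, longest minus shortest genes) of NK cells and CD4 T cells at Day 24 against the median UMIs per cell of the library, 1 point per library. In NK cells the index averaged 0.847 in responders and 0.527 in non-responders.

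Of the lists at Day 24, ribosomal protein genes were lower in CD4 T cells of responders (9 of 24 called, 19 adjusted over the list alone; Rpl32 -0.46, Rpl19 -0.47, median -0.35, adjusted p = 4.33e-12, and adjusted p = 0.398 with an estimated correlation). Cytotoxic effector genes were lower in their NK cells (4 of 20; S1pr5 -0.59, Cst7 -0.60, Ccl5 -0.35, adjusted p = 0.000344, and adjusted p = 0.368 with an estimated correlation). At Day 17 responders' CD8 T cells had 2 higher genes, the immediate early regulator Klf10 (0.99) and the phosphatase Dusp5 (0.83), neither with the block as a covariate. Immediate early genes, which report recent signalling or handling, were higher in responders at Day 9 in all 7 classes tested (medians 0.29 to 0.67) and at Day 17 in all 6 (0.31 to 0.75, Klf4 0.90 and Egr1 1.52 in B cells). By edgeR no member was called over all genes, while DESeq2 called Klf4 in B cells at Day 17 (adjusted p = 0.0140), and without the count filter edgeR called Klf4 and Nr4a1 in CD8 T and Egr1 in NK cells on that day. The lists were lost (adjusted p = 0.378 to 0.967 with an estimated correlation). With the block as a covariate the Day 9 median turned to -0.00217 in CD8 T, -0.0596 in neutrophils and -0.0187 in effector memory cells, and the list passed in B cells alone of the 7 classes (adjusted p = 0.00311). Cytotoxic effector genes were higher in CD8 T cells of responders at Day 17 (median 0.50; Ifng 1.36, Klrk1 0.99, neither called by edgeR, adjusted p = 0.395 with an estimated correlation). DESeq2 called Ifng (adjusted p = 0.0477), as did edgeR without the count filter, but not with the block as a covariate. Effector memory cells made up 13.9% of CD8 T cells in responders and 8.22% in non-responders at Day 17 (exact p = 0.142, adjusted p = 0.378). A difference of the cytotoxic list within cells was therefore not shown. Pdcd1 in CD4 T cells was at -0.10 (SE 0.29) at Day 4, -0.24 (SE 0.32) at Day 9 and -1.01 (SE 0.29) at Day 17, where its unadjusted edgeR p was under 0.05 and the adjusted p was 0.9999 (edgeR). At Day 9 it was at 0.16 (SE 0.45) in CD8 T and 0.14 (SE 0.25) in effector memory cells, neither called. Cd274 was not called on any day, at -0.26 to 0.39 (edgeR, lowest adjusted p = 0.244). In all other fits edgeR called 0 genes. At an unadjusted edgeR p under 0.05 were 189 to 615 genes per class at Day 4, 157 to 432 at Day 9 and 242 to 420 at Day 17, and 328 to 2257 at Day 24. DESeq2 called 2 genes in sum at Day 4, 3 at Day 9, 10 at Day 17 and 1242 at Day 24. No gene's change from Day 4 to Day 9 differed between responders and non-responders by edgeR or DESeq2 (0 genes in 6 fits; 233 to 396 genes per class at an unadjusted edgeR p under 0.05). Of 144 lists, 20 differed in that change, all lost with an estimated correlation. Ribosomal protein genes in neutrophils (median 0.19, adjusted p = 1.35e-06, and adjusted p = 0.889 with an estimated correlation) and immediate early genes in NK cells (0.32, adjusted p = 3.02e-05, and adjusted p = 0.944 with an estimated correlation) were the leading 2.

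Receptor sequencing asked where clones had expanded. In 12 libraries, 1133 barcodes carried a receptor, 1078 of them T cells here, out of 8007 T cells in these libraries. Of the 1117 clones among all these barcodes, 14 held 2 or more cells. Expanded clones made up 17 of 77 effector memory CD8 T cells, 2 of 261 other CD8 T cells and 7 of 651 CD4 T cells. Per library the share averaged 18.5% in effector memory and 0.667% in other CD8 T cells, a difference of 17.9 points ± 24.2 (SD, n = 12; exact sign-flip p = 0.0312, with 0.0156 the smallest possible). The 12 libraries came from 8 mice. With the libraries of a mouse averaged the difference was 17.7 points and did not pass (exact p = 0.125), nor could it, since 0.0625 was the smallest possible. The difference did not pass with clones by identical beta chain (16.3 points, exact p = 0.0625, smallest possible 0.0312). With clones of 3 or more cells it was 5.56 points, where only 1 library was not tied and no p under 1 was possible. At Day 24 expanded clones held 1.72% ± 1.67 (n = 5) of T cells in responders and 1.49% ± 0.898 (n = 2) in non-responders (exact p = 1, smallest possible 0.0952). Receptors were read in 3.15% to 11.2% of T cells in responders (29 to 105 cells) but in 30.1% and 53.1% in non-responders (233 and 282 cells). Finding 2 cells of a clone depends on the number read, so these means are not comparable. Thinned to 29 cells, the Simpson index (higher for larger clones) averaged 0.000144 and 5.30e-05 (exact p = 0.857). In responder R3 at Day 24, 0 of 46 cells were expanded, which by counting error alone leaves shares up to 6.52% possible (3 cells of 46). This is no bound on clonal expansion. Only 46 of 639 T cells had a receptor, and a clone counts as expanded only when 2 of its cells are sampled.

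Scores of the study's signatures did not separate the groups in any of 12 tests. They rested on the members found in the files, 153 of 164 T_em and 120 of 137 B cell genes, and so on shorter lists than the study's. The B cell score at Day 9 was 0.468 ± 0.00786 (n = 7) in responders and 0.454 ± 0.0200 (n = 9) in non-responders (area under the curve 0.794, exact p = 0.0549, adjusted p = 0.417). The T_em score was 0.457 ± 0.00435 and 0.454 ± 0.0149 (0.413, exact p = 0.606), and their mean, LiBIO, 0.463 ± 0.00327 and 0.454 ± 0.0170 (0.714, exact p = 0.174). The lists came from these libraries, so the scores give no independent evidence. Within days the B cell score followed the share of B cells across libraries (Spearman's rho 0.897 to 0.994).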

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

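The following tests of explanations were chosen only after the result was seen: the permutation within blocks of the long-gene index, the test of block B and the test of the gene filter for neutrophils, and the index itself was added then too.

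The genes that differed between responders and non-responders at Day 24 sorted by length, in NK cells and in CD4 T cells. The pattern was not confined to these classes. In every class the longest genes had a higher median log2 fold change than the shortest. This ran from 0.0756 against -0.0918 in neutrophils to 0.150 against -0.167 in CD4 T cells. Across Day 24 libraries the index of CD4 T cells rose with that of B cells (Pearson's r 0.880), NK cells (0.915) and monocytes (0.833). Across the libraries of Days 4, 9 and 17 the index fell as median UMIs per cell rose (Spearman's rho -0.580 in NK and -0.670 in CD4 T cells, 48 libraries each, permutation p = 3e-05 and 1e-05, the latter the smallest that permutations can give), and responders' Day 24 libraries averaged 2367 UMIs against 3237. Among the Day 24 libraries rho was -0.75 in responders and -0.333 in non-responders in CD4 T cells. The length pattern there may therefore go with UMIs per cell. In NK cells rho was -0.964 and 0.0238, which leaves this open. These median UMIs were taken over all filtered cells, where neutrophils had a median of 1888 and monocytes of 6156. They thus mix sequencing depth with cell composition and do not give the RNA content of NK or CD4 T cells. Permuted within blocks, the difference kept a p of 0.008 in NK cells (permutation) and of 0.08 in CD4 T cells (permutation). The first value speaks against the block as the only cause in NK cells but does not exclude it, since the index was prompted by these same libraries. The second leaves the block open in CD4 T cells. Nuclear RNAs (Malat1, Neat1, Xist, Kcnq1ot1) differed by 0.125 in NK and 0.200 in CD4 T cells (exact p = 0.397 and 0.121), so a larger nuclear share could not be told. None of these tests separates sample handling from biology of the responding mice.

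Few lymphocytes and many neutrophils marked the 4 libraries of block B. The mice as the cause were excluded: their lowest share of B and T cells in 12 libraries of other days was 41.2%, against a highest of 13.8% in block B. The 59 libraries of other blocks held 23.6% or more. Whether the preparation of these libraries or the blood of those days set them apart was not tested.

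Neutrophils fell from Day 4 to Day 24. With cells of 200 or more genes kept the fall was -22.7 points (permutation, adjusted p = 8e-05), so the gene filter was excluded as the cause. With days permuted within blocks p was 1.00e-05 (permutation), the smallest that permutations can give, so the block was excluded too.

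Chance was tested by regrouping the libraries 30 ways, the real grouping included. For the days, only the real grouping, 1 of 30, gave as many genes, in every class on each day. Since 1 of 30 is the smallest share possible, this speaks for the days as a set rather than for a single class. The real counts and the highest of the others at Day 9 were 271 and 78 in B cells, 31 and 0 in CD8 T, 6 and 1 in CD4 T, 136 and 1 in NK cells, 1324 and 6 in monocytes and 1779 and 445 in neutrophils. At Day 17 they were 370 and 0, 80 and 6, 24 and 3, 7 and 1, 696 and 11, and 1728 and 0 in the same order, and at Day 24 1683 and 10, 2951 and 210, 2864 and 2074, 587 and 0, 3656 and 1, and 905 and 782. Another grouping thus came near the Day 24 count in CD4 T cells and neutrophils.

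For responders against non-responders only the real grouping, 1 of 30, gave as many genes at Day 24 in 2 classes. These were CD4 T cells (120 genes, 0 in the highest other grouping) and NK cells (78 and 3). At Day 17 in CD8 T cells 2 of 30 did (2 genes, 9 in the highest other). With 1 of 30 the smallest share possible and 6 or 7 fits run on each day, chance cannot be excluded for any of them. These groupings ignored the blocks, of which block D held 1 responder and 4 non-responders at Day 24. With the block as a covariate 0 genes remained in CD4 T cells and 5 in NK cells. All 120 and 78 genes kept their direction there. Their median log2 fold change went from 0.411 (median SE 0.101) to 0.360 (0.105) in CD4 T cells and from 0.496 (0.117) to 0.461 (0.126) in NK cells, so the calls ended on a somewhat smaller fold with a larger error. In the other fits 0 genes were called and all 30 groupings gave as many. Their highest other counts for B, CD8 T, CD4 T, NK cells, monocytes and neutrophils were 6, 24, 0, 1, 0 and 133 at Day 4 and 1374, 4, 1641, 1, 4 and 0 at Day 9, with 1 in effector memory CD8 T cells. They were 2 in B, 1 in CD4 T, 3 in NK cells, 0 in monocytes and 1 in neutrophils at Day 17, and 27 in B, 3 in CD8 T, 0 in monocytes and 1 in neutrophils at Day 24. For the Day 9 change they were 1, 1, 0, 2, 1 and 1 in the first order, with 30 of 30 as many.

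Single libraries stood apart in 9 of 57 groups of values, where about 1 in 20 groups, or 2.85, would by chance if values were normally distributed. The groups overlap, since LiBIO is the mean of the other scores and the B cell score followed the share of B cells. The 2 numbers therefore do not measure an excess. Effector memory CD8 T cells made up 1.34% in responder R6 at Day 4 (others 0.413% ± 0.0894), 2.52% in non-responder N4 at Day 4 (others 0.480% ± 0.307) and 3.68% in N2 at Day 24 (others 0.804% ± 0.382). B cells made up 9.50% in R5 at Day 4, a block B library (others 32.5% ± 4.86), whose B cell score was 0.438 (others 0.467 ± 0.00439) and LiBIO score 0.442 (others 0.460 ± 0.00317). Neutrophils made up 21.1% in R3 at Day 17 (others 9.03% ± 2.25). The LiBIO score was 0.452 in R7 at Day 24 (others 0.464 ± 0.00161) and the T_em score 0.465 in N2 at Day 17 (others 0.459 ± 0.00149). The gain of Th1-like CD4 T cells to Day 24 was 0.925 points larger in responders (exact p = 0.00591, adjusted p = 0.0709). The Day 9 change of 20 gene lists differed between the groups at the preset correlation, and of 0 with an estimated correlation.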

How the results depend on the processing

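The composition of the blood depended on the denominator, and gene counts on the test, the minimum fold change and the library block. Alternatives without block B, without libraries under 800 cells, with the Ccr6-led or the low-RNA B-like cluster counted, with shares of CD8 T or CD4 T cells, with the block or the mouse in the fits of lists, with the long-gene index or median UMIs as a covariate of genes, within single blocks, the mean per mouse and the leave-one-out of clones were chosen after seeing the data, and the others before the data were examined. In 156 comparisons of a change of share 145 kept their call, in 1747 of named genes 1658 and in 948 of gene lists 550, with 379 lists no longer past. The cause of each shift below was not tested, except that a smaller denominator raises every remaining share by construction. Changes are in percentage points.

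Without neutrophils in the denominator the gains no longer past were, at Days 9, 17 and 24, 1.84, 3.06 and 1.18 for CD8 T cells, at Days 17 and 24 2.66 and 0.959 for CD4 T and 5.27 and 7.91 for B cells. B cells at Day 9 turned to -0.163, NK cells at Days 17 and 24 to -0.606 and -0.310 and dendritic cells at Day 9 to -0.0521. In responders effector memory cells gained 1.11, 0.805 and 1.28, Th1-like cells at Day 24 0.571 and B cells at Day 17 7.65, and in non-responders B cells at Day 24 11.6, none past, while Th1-like cells of responders and B cells of non-responders at Day 9 turned to -0.172 and -2.42. The difference of Th1-like cells between groups at Day 9 turned to -0.0122, that of their gain at Day 17 to 0.0185, and that at Day 24 passed at 1.18.

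With 800 or more genes and at most 10% mitochondrial UMIs, CD8 T cells at Days 9 and 24 (1.89 and 2.22), CD4 T cells at Day 24 (2.38), neutrophils at Day 9 (-1.67) and, in responders, Th1-like cells at Day 24 (0.671) and B cells at Day 17 (12.3) no longer passed. Dendritic cells (-0.0630), Th1-like cells of responders (-0.119), B cells of non-responders (-0.282) and Cd274 in B cells (log2 -0.0113), all at Day 9, turned. The Th1-like gain to Day 24 differed between groups by 0.996 with this filter and 0.909 with 200 genes, both past. CD4 T cells at Day 9 passed with 200 genes (3.69), without doublets (3.67) and one-sided (3.46), as did effector memory cells of non-responders one-sided at Days 9 and 17 (0.533 and 0.351). By marker gates CD4 T cells at Day 24 did not pass (1.41), effector memory cells of non-responders passed at Days 17 and 24 (1.03 and 1.09) and their difference at Day 17 turned to -0.0431. At the higher resolution the Th1-like change of non-responders at Day 24 turned to 0.0826. By the difference in mean, CD8 T cells (2.21) and neutrophils (-6.96) at Day 9 did not pass.

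Paired within mice, CD8 T cells at Days 9 and 24 (2.21 and 3.13), CD4 T cells at Day 24 (3.86), neutrophils at Day 9 (-6.96) and effector memory cells of responders at Day 9 (0.965) no longer passed, and Th1-like cells of non-responders at Day 17 did (0.581).

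Without block B, CD8 T and CD4 T cells at Day 24 (2.30 and 2.87) and, in responders, effector memory cells at Day 9 (0.949) and B cells at Day 17 (11.1) no longer passed, and CD4 T cells at Day 9 did (3.99). Monocytes at Day 24 turned to 0.875, and at Day 9 NK cells to 0.371, dendritic cells to -0.0188, basophils to -0.0922, the group difference of Th1-like cells to -0.207, that of the change of neutrophils to 3.94 and that of the T_em score to -0.00378. Without libraries under 800 cells CD8 T cells at Day 9 did not pass (2.19), dendritic cells turned to -0.00154 and the Th1-like change at Day 17 to 0.139. With the Ccr6-led cluster counted, Th1-like cells passed at Day 17 in responders and non-responders (0.957 and 0.949) and in the group difference of the gain to Day 24 (1.14), and turned in non-responders at Days 9 and 24 (0.121 and 0.409) and in the change at Day 17 (0.00738).

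As shares of CD8 T or CD4 T cells, effector memory cells of responders gained 3.83, 1.97 and 5.64, not past, while Th1-like cells turned to -6.66, -3.44 and -0.310. In non-responders Th1-like cells fell at Day 9 (-6.45, past) and turned at Day 17 (-2.45), as did effector memory cells at Day 17 (-0.928). Kendall's tau was 0.270 and 0.276 in responders, not past, and -0.0861 and -0.235 in non-responders. Group differences turned for effector memory cells at Days 4 and 9 (2.73 and -2.11), Th1-like cells at Day 9 (-0.289) and their changes at Day 9 (-4.84 and -0.210). The R5 library of Day 4, in block B, held 25 Th1-like cells among 54 CD4 T cells. Without block B these shares gave gains of 8.52, 6.66 and 10.3 for effector memory cells of responders, not past, and -1.47 at Day 9 and 4.88 at Day 24 for their Th1-like cells, the first turned and the second not past. Th1-like cells turned in non-responders at Day 17 (-1.40), in the group difference at Day 9 (-0.659) and in that of the change at Day 17 (2.56), and tau in non-responders was -0.0161 and -0.232.

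Genes changed over days, summed over classes, numbered 616, 549 and 1447 at Days 9, 17 and 24 with at least 1.5-fold change, and 5291 at Day 17 with the block as a covariate. Between the response groups, DESeq2 gave 2, 3, 10 and 1242 at Days 4, 9, 17 and 24, no filter beyond 1 count 52, 8, 100 and 641, and the block as a covariate 1, 1, 0 and 5, with 20 at Day 4 without block B and 32 at Day 24 with 1.5-fold change. Lists called with an estimated correlation numbered 5, 2 and 4 over days and 0, 0, 0 and 0 between groups, and 0 for the Day 9 change. At the preset correlation leaving out block B gave 12 for the Day 9 change, against 20, the block as a covariate gave 20 at Day 4 and 19 at Day 9 between groups, and leaving out block B 23 at Day 4.

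List medians that turned with the block as a covariate were, at Day 17 over days, ribosomal protein in B (-0.0682; -0.0590 without block B) and CD4 T cells (-0.0421; -0.0324 without block B), and between groups at Day 9 ribosomal protein in B (-0.0643; -0.0440 without block B), CD4 T (-0.10; -0.0470 without block B) and monocytes (-0.0131), oxidative phosphorylation in B cells (-0.0148; -0.0332 without block B), erythroid in B cells (-0.0306) and neutrophils (-0.13), immediate early in CD8 T (-0.00217), neutrophils (-0.0596) and effector memory cells (-0.0187), glycolysis and hypoxia in effector memory cells (0.0380), naive T in monocytes (-0.22) and the study's T_em list in CD4 T cells (0.0116). Pdcd1 in CD4 T cells at Day 17 over days turned to log2 0.0114. By DESeq2, Pdcd1 in CD8 T cells between groups at Day 9 turned to log2 -0.0430. By mean log2 CPM the Day 24 difference turned for the B cell score (0.0277) and LiBIO (0.113). Clones by beta chain gave a difference of 16.3 points, not past, and clones of 3 or more cells 5.56, where ties left no p under 1 possible. The mean per mouse gave 17.7 with no p under 0.0625 possible, and leave-one-out moved the Day 24 group difference between -0.412 and 0.857.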

Other observations

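Of the tests below, the relations of heat shock to cold-inducible genes were written down before their result was seen, and the shares of CD4 T cells and the omission of block B were chosen only after.

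By Day 24 the chaperone genes Hsph1, Hsp90aa1 and Hspa8 had risen in B cells while the cold-inducible Cirbp and Rbm3 had fallen, and Hsph1 and Cirbp moved the same opposite ways in CD8 T, CD4 T and NK cells. If 1 factor that varies between libraries moved both groups, they could be inversely related among the 15 libraries of Day 24. Spearman's rho was -0.129 in B cells (permutation p = 0.647, adjusted p = 0.647; Pearson's r -0.1698, permutation p = 0.549, and r -0.206 without the 2 farthest libraries; rho within blocks -0.367) and -0.393 in CD4 T cells (permutation p = 0.148, adjusted p = 0.295; Pearson's r -0.485, permutation p = 0.0667, and r -0.313 without the 2 farthest; rho within blocks -0.400), so the test could not tell. A warmer body or sample at Day 24 was not tested.

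NK cells at Day 9 gained Itga1, Il7r and the T cell gene Cd3e, together with S100a4 in 16 of 16 mice. Of the NK cells 5.48% were called doublets, and with these removed Cd3e still rose (log2 2.67, edgeR adjusted p = 0.000267). Whether T cells or a new subset entered the class or the same cells changed was not tested. Haemoglobin transcripts in neutrophils had a median of 11.7 CPM at Day 4 and 2031 CPM at Day 24, and 6.13 and 1291 CPM in B cells, where 1 library of Day 4 reached 391 CPM. The source of these transcripts in white cells was not tested.

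The difference between groups in the Th1-like gain to Day 24 reached an adjusted p of 0.0261 (exact) with cells of 200 or more genes and 0.0336 (exact) without neutrophils in the denominator, and 0.0709 (exact) in the form set before the data were examined. It was 0.0559 (exact) without block B. As a share of CD4 T cells the change was -0.310 points in responders and -4.66 in non-responders (exact p = 0.152, adjusted p = 0.456), and without block B, which held R5 at Day 4 with 25 of 54 CD4 T cells, 4.79 and -3.08 (exact p = 0.0513, adjusted p = 0.279), so it may merit a test in other mice.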
